A study of Mus musculus with 9 samples. Its data were reported in "Complete loss of H3K9 methylation dissolves mouse heterochromatin organization" (2021).

How the data were processed

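RNA sequencing was performed on 9 cultures of mouse embryonic fibroblasts (MEFs), 3 for each of 3 genotypes. WT cells carry the full set of H3K9 lysine methyltransferases (KMT), the enzymes that methylate lysine 9 of histone H3. S1S2 cells lack Suv39h1 and Suv39h2, and G9Gl cells lack G9a and Glp, which are encoded by Ehmt2 and Ehmt1. Per the study's methods, the parental line is an Eset1-conditional MEF clone, both mutants were made from it with CRISPR/Cas9, and a single clone per gene pair was chosen by the absence of the target proteins on western blots. The replicates of a mutant are taken here as cultures of a single clone, so genotype and clone cannot be separated in any comparison. Per the study's methods, a construct for inducible Cre was put back after gene disruption, with puromycin selection kept up from then on. Whether WT cells were treated likewise is not stated, so handling shared by both mutants cannot be separated from genotype either. It was assumed that the methods of the study also describe the libraries analysed here.

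The deposited values are raw read counts per Ensembl gene, whole numbers that were not normalized. Per the study's methods, the authors trimmed 75 bp paired-end reads of stranded total RNA libraries with cutadapt, aligned them to GRCm38 with STAR under the multimapper settings of TEtranscripts, and counted genes and repeats with TEtranscripts. The annotation release and whether strand was used in counting were not stated. The table used here holds genes, and repeat elements were not analysed here, so the comparisons of repeats laid out before the data were examined were not run. Because multiply aligned reads can be shared among near-identical genes, values of genes with close copies or overlapping neighbours are uncertain, and antisense neighbours are treated likewise.

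The table held 47937 genes, of which 47224 were matched by identifier to the GENCODE M21 annotation of GRCm38 and 713 were not. Symbols, positions, GC content and length of the longest transcript came from that annotation. No count was recorded in any library for 21449 genes. After filterByExpr of edgeR, 15540 genes were tested. Libraries held between 21319778 and 32157623 counts. The biological coefficient of variation common to all genes was 5.36%. A gene at or under a floor of 3 counts in all libraries of a genotype was treated as not detected there, and its fold change is given as a lower bound computed against that floor. Floors and errors cover counting and culture-to-culture variation, and reads without molecular identifiers are not independent molecules.

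Differential expression was tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit and glmQLFTest) after TMM normalization. All 9 libraries entered a single fit with a coefficient per genotype, so that the genotypes share the dispersion estimate. Contrasts were S1S2 against WT, G9Gl against WT and G9Gl against S1S2. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a fold change of at least 2. The study's cutoff has the same limits, but for that cutoff its text does not say that the P value was adjusted. All adjusted p-values in the text are from this edgeR test unless stated otherwise. Expression is given as CPM of edgeR scaled by the TMM factors, as mean ± SD of 3 libraries. Standard errors (SE) of log2 fold changes come from the spread of log2 CPM between replicates, with a prior count of 2.

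The genes named in the text were set by a rule fixed before the data were examined. They are the 6 H3K9 KMT genes, a panel of 16 signalling and cell cycle genes that the study discusses for compound mutants, and the genes with the largest changes. The last group holds the 5 largest rises and 5 largest falls of each mutant against WT, and 3 of each between the mutants, among called genes with a mean normalized count over 100 across the 9 libraries and no overlap between the libraries compared. Genes named outside this rule are stated to be so. The panel as fixed held further genes that are not reported here, and all panel counts were recomputed without them after the results had been seen.

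The labels number the replicates 1 to 3 within each genotype. These numbers were the only source of a possible pairing, and the study's methods name no pairing. The fit was therefore repeated with the replicate number as a block, and the correlation of same-numbered libraries in their deviations from the genotype means was computed. Pairs of replicates differed by more than counting noise, with chi-square per degree of freedom between 2.57 and 23.5, so no library was counted as a duplicate.

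Alternatives chosen before the data were examined were DESeq2 1.42.0, DESeq2 size factors in the edgeR fit, no composition factor, no filter, a minimum of 10 counts in every library, a mean normalized count over 100, an adjusted p of at most 0.05 without a fold change cutoff, glmTreat against a fold change of 2, a fit of only the libraries compared, the replicate block, and leaving out each library in turn. A correction for GC content and transcript length by splines with 5 degrees of freedom per term, alone and with the replicate block, the removal of chromosome medians, and the thinning of all libraries to the smallest one were added after the data had been seen. GC content and length were known for 15473 of the 15540 genes tested. Gene lists were set against 10000 random lists of the same size, matched on mean expression in 20 bins. Shared sequence was measured as the percentage of 75-mers of a gene's longest transcript found in annotated transcripts of other genes, on either strand.

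The scripts were tested on simulated counts that had the means, library sizes and common dispersion of the real data. With 200 of 15540 genes changed 4-fold, edgeR made 201 calls, of which 200 were true and 1 was false, and DESeq2 made 200 calls with 0 false. With no gene changed, both made 0 calls. The changed genes were drawn from those with a mean count over 100, and all genes had the common dispersion. Their recovery was therefore easy, and it does not show how well changes are called in genes with fewer counts or more variation. A filter at a mean normalized count over 100 lowered the real calls against WT from 1398 to 599 in S1S2 cells. In G9Gl cells it lowered them from 1580 to 579.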

Results

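To compare the transcriptional response to the loss of different H3K9 KMT pairs, total RNA of WT, S1S2 and G9Gl MEFs was sequenced from 3 cultures each. The WT libraries held 32157623, 30305909 and 30177597 gene counts, the S1S2 libraries 21983488, 27588548 and 21319778, and the G9Gl libraries 28427619, 28412155 and 30808254. At these depths the floor of 3 counts corresponds to between 0.0923 and 0.141 CPM. The S1S2 libraries were the smallest, so low transcripts are measured least precisely in this genotype. The 10 most abundant genes took between 7.55% and 10.002% of the counts of a library, and TMM factors ranged from 0.981 to 1.03.

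Replicates of a genotype were more similar to each other than to any library of another genotype. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM was at least 0.993 within a genotype and at most 0.966 between genotypes. The mean correlation was 0.965 between S1S2 and WT, 0.947 between G9Gl and WT, and 0.927 between G9Gl and S1S2. The 2 mutants were therefore further from each other than either was from WT. The first principal component carried 63.8% of the variance and placed WT between the mutants, and the second carried 25.7% and set WT apart from both.

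The targeted genes were examined first. Suv39h1 (chromosome X, 8061171 to 8074760, GRCm38) fell from 108 ± 4.59 CPM in WT to 41.9 ± 3.14 CPM in S1S2 (SD, n = 3), a log2 fold change of -1.36 (SE 0.073, adjusted p = 2.62e-12). Suv39h2 (chromosome 2, 3455815 to 3475031) rose in the same cells, from 33.9 ± 0.671 to 55.2 ± 2.34 CPM. Its log2 fold change of 0.70 (SE 0.039, adjusted p = 3.01e-08) exceeded the replicate spread but not the fold change cutoff. In G9Gl cells, Ehmt2 (chromosome 17, 34898469 to 34914052) fell from 125 ± 9.63 to 54.3 ± 2.82 CPM (log2 fold change -1.20, SE 0.078, adjusted p = 9.16e-12). Ehmt1 (chromosome 2, 24789928 to 24919614) fell from 104 ± 1.78 to 50.2 ± 1.62 CPM, and its log2 fold change of -1.04 (SE 0.030, adjusted p = 2.24e-12) lay close to the cutoff. All 4 are annotated as protein-coding genes. Transcripts of each remained well above the floor in the mutant, with at least 815 counts per library for Suv39h1 and 1401 for Ehmt1. The clones were selected for absence of protein, so transcript level does not test the genotype labels, and the rise of Suv39h2 goes against a loss of its RNA in the libraries labelled S1S2. The study describes the CRISPR/Cas9 changes as frameshifts in the catalytic domain, and such changes need not lower a transcript. An antisense gene overlaps Suv39h1, and 19.0% of the Suv39h1 75-mers occur in another annotated gene.

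The KMT genes that were not targeted changed less. In S1S2 cells, Ehmt2 rose (log2 fold change 0.40, adjusted p = 9.36e-06), Setdb1, which encodes Eset1, fell (-0.37, adjusted p = 2.05e-05), Ehmt1 fell (-0.21, adjusted p = 4.84e-04), and Setdb2, which encodes Eset2, did not differ (-0.15, adjusted p = 0.0986). In G9Gl cells, the log2 fold changes were -0.07 for Suv39h1 (adjusted p = 0.308), -0.22 for Suv39h2 (adjusted p = 0.00589), -0.16 for Setdb1 (adjusted p = 0.0173) and -0.03 for Setdb2 (adjusted p = 0.768). With the replicate block, the targeted genes had log2 fold changes of -1.37 (Suv39h1), 0.70 (Suv39h2), -1.20 (Ehmt2) and -1.04 (Ehmt1).

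**Figure D1:**
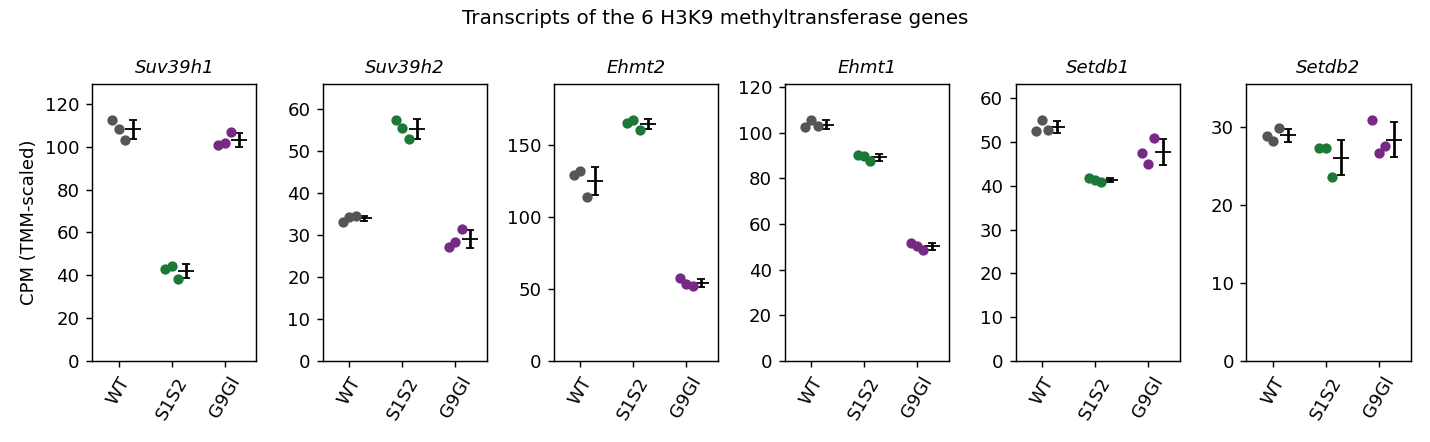
Expression of the 6 H3K9 KMT genes in TMM-scaled CPM (linear axes from 0), with a point per library and the mean ± SD of 3 libraries beside it. Suv39h1 is lower in all 3 S1S2 libraries (41.9 against 108 CPM in WT) while Suv39h2 is higher in them (55.2 against 33.9 CPM), and Ehmt2 and Ehmt1 are lower in all 3 G9Gl libraries (54.3 against 125 and 50.2 against 104 CPM).

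The next question was how many genes depend on each KMT pair. In S1S2 cells, 1398 of 15540 genes were called (8.996%), 724 higher and 674 lower than in WT. In G9Gl cells, 1580 genes were called (10.2%), 1052 higher and 528 lower, so that 66.6% of the calls were increases, compared with 51.8% in S1S2 cells. Between the mutants, 2028 genes were called, 1238 higher and 790 lower in G9Gl cells. Changes of at least 8-fold made up 347 calls in S1S2 and 593 in G9Gl cells against WT. These numbers use the fitted fold changes and not the floor. Genes near absence in a genotype are therefore included, although the size of their change is uncertain. The libraries of both groups did not overlap for 99.8% of the calls in S1S2 and 99.9% in G9Gl cells. Over all genes tested these shares were 56.0% and 52.8%, where chance gives 10%. The counts depended most on the cutoff: at an adjusted p of at most 0.05 without a fold change cutoff, 7599 genes differed in S1S2 and 7138 in G9Gl cells, and 52.5% of the latter were increases.

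Replicate numbers hardly paired the libraries. Same-numbered libraries deviated from their genotype means with a mean correlation of 0.111 between S1S2 and WT, 0.114 between G9Gl and WT, and -0.152 between G9Gl and S1S2. Over all 9 same-numbered pairs the mean was 0.0244, with single pairs between -0.226 and 0.402. Pairs with different numbers reached similar values, such as 0.388 for WT-3 with G9Gl-1 and -0.415 for WT-3 with G9Gl-2. Some libraries thus shared deviations that do not follow the number, and the replicate block cannot take these up. With the replicate block, 1383 genes were called in S1S2 cells (1368 of them shared with the fit without it), 1568 in G9Gl cells (1559 shared), and 2022 between the mutants (2005 shared).

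**Figure D2:**
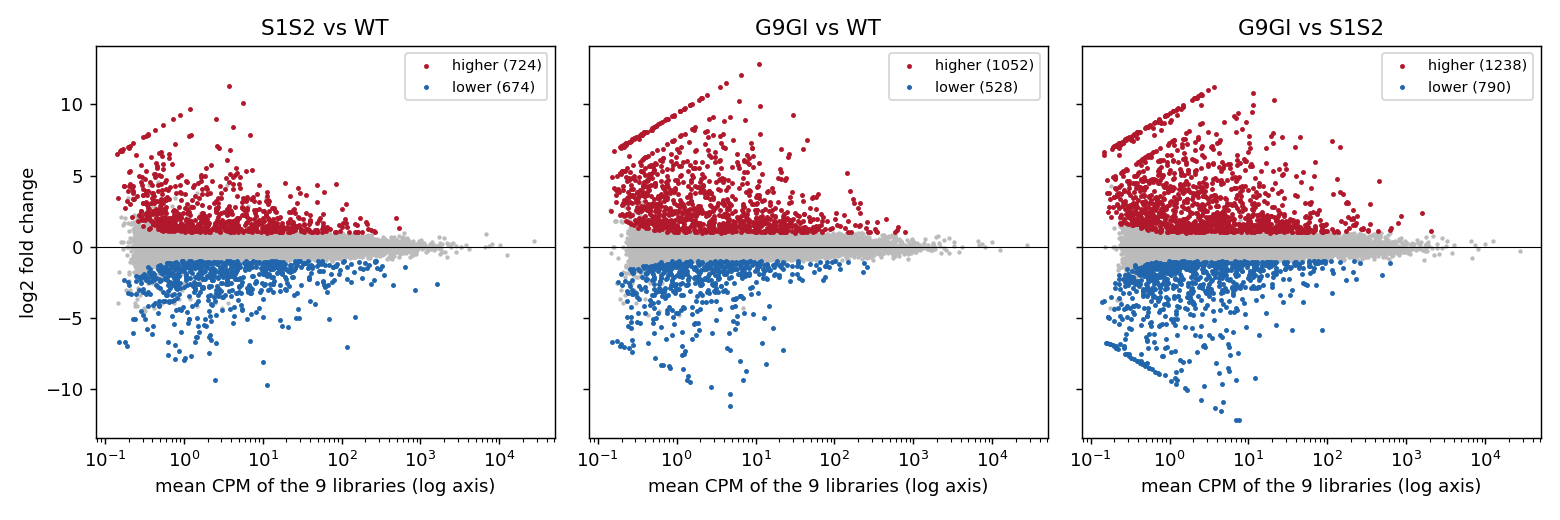
Log2 fold change of each of 15540 genes against its mean CPM over the 9 libraries (log axis), for S1S2 against WT, G9Gl against WT and G9Gl against S1S2, with called genes in red (higher) and blue (lower). Increases outnumber decreases in G9Gl against WT (1052 and 528) but are close in number in S1S2 against WT (724 and 674), and the straight diagonal bands are genes with 0 counts in a group, whose plotted fold changes rest on a prior count.

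The largest changes were switches between near absence and clear expression. In S1S2 cells, the 5 largest rises were in Zfp978, Adam22, Gm21887, Dpep1 and Oas3. Adam22 (chromosome 5, 8072352 to 8368160) had at most 1 count in a WT library and 16.7 ± 1.39 CPM in S1S2, at least 174-fold higher (adjusted p = 2.38e-13). Dpep1 (chromosome 8, 123186242 to 123201812) rose from 0.0866 ± 0.0515 to 20.6 ± 1.63 CPM (log2 fold change 7.84, SE 0.303, adjusted p = 2.46e-13). Zfp978 was at least 117-fold, Gm21887 at least 132-fold and Oas3 at least 54.4-fold higher. Zfp978 shares 63.4% of its 75-mers with other genes and Gm21887 shares 100% with Gm47283, so the source of their reads is uncertain. The 5 largest falls were in Zfp422, Lrrc17, Serpinf1, Rps6ka6 and Crmp1. Serpinf1 (chromosome 11, 75409769 to 75422701) dropped from 153 ± 14.9 to 1.16 ± 0.281 CPM (log2 fold change -7.07, SE 0.221, adjusted p = 1.04e-16). Zfp422 was at least 121-fold, Lrrc17 at least 131-fold, Rps6ka6 at least 25.2-fold and Crmp1 at least 17.6-fold lower than in WT.

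In G9Gl cells, the 5 largest rises were in Prl3d2, Nxf3, Slfn2, Oas1g and Akr1cl. Nxf3 (chromosome X, 136072099 to 136085255) had 0 counts in all WT libraries and 19.5 ± 1.67 CPM in G9Gl, at least 203-fold higher (adjusted p = 1.15e-13). Akr1cl (chromosome 1, 65012689 to 65032759) reached 33.9 ± 1.37 CPM and was at least 353-fold higher (adjusted p = 2.80e-16). Prl3d2 was at least 344-fold, Slfn2 at least 132-fold and Oas1g at least 186-fold higher. Prl3d2 shares 56.7% of its 75-mers with Prl3d1 and Prl3d3, and Oas1g shares 44.6% with Oas1a, so these values are uncertain. The 5 largest falls were in Lmx1b, Sfrp2, Fam217b, Sgsm1 and Igf2. Lmx1b (chromosome 2, 33560965 to 33640511) went from 10.5 ± 1.36 CPM to 0 counts in all G9Gl libraries, at least 101.1-fold lower (adjusted p = 4.13e-12). Igf2 (chromosome 7, 142650766 to 142666816) dropped from 33.0 ± 1.95 to 0.104 ± 0.0371 CPM (log2 fold change -8.26, SE 0.181, adjusted p = 2.82e-16), although 75.8% of its 75-mers also lie in the overlapping gene Gm49394. Sfrp2 was at least 56.2-fold, Fam217b at least 99.7-fold and Sgsm1 at least 18.2-fold lower.

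Between the mutants, A230006K03Rik, a long intergenic non-coding RNA gene, Akr1cl and Crmp1 were at least 84.5-fold, 262-fold and 472-fold higher in G9Gl than in S1S2 cells. Sgsm1, Dpep1 and Zfp981 were at least 202-fold, 199-fold and 129-fold lower. All 26 of these comparisons stayed past the threshold with the replicate block.

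To ask whether the KMT pairs affect the same genes, the calls of both mutants were intersected. Of the genes called in S1S2 cells, 618 were also called in G9Gl cells, 382 in the same direction (251 higher and 131 lower) and 236 in opposite directions. The same-direction genes were 27.3% of the calls in S1S2 and 24.2% of those in G9Gl cells. Of these 382 genes, 152 were also called between the mutants and so differed in the size of the change. All 236 genes with opposite directions were called there too. Fold changes of at least 2 each way make that call nearly certain, so it adds little. A further 780 genes were called only in S1S2 and 962 only in G9Gl cells. The direct contrast called 560 of the former (71.8%) and 775 of the latter (80.6%). Both comparisons use the same WT libraries, so no test of independence was made. With the replicate block, 382 genes were again shared in the same direction, 249 higher and 133 lower, at the pairing correlations given above. The overlap moved most with the cutoff, to 3019 genes at an adjusted p of at most 0.05 without a fold change cutoff.

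**Figure D3:**
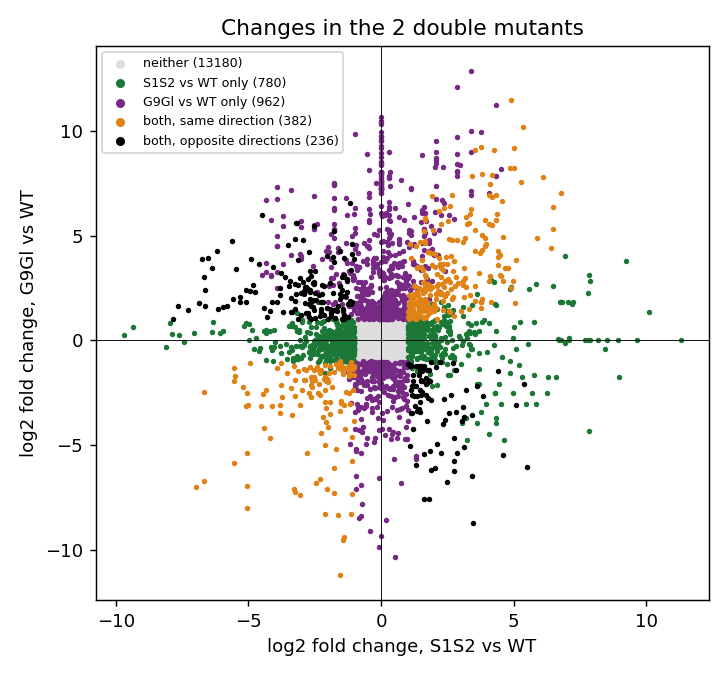
Log2 fold change in G9Gl against WT (vertical axis) plotted against that in S1S2 against WT (horizontal axis) for 15540 genes, coloured by the comparison in which they were called. The 382 genes that changed in the same direction in both mutants lie in the upper right and lower left, the 236 with opposite changes lie in the other quadrants, and 780 and 962 genes were called in a single mutant.

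The panel of 16 genes covers pattern recognition and interferon signalling, MAP kinase signalling, the p53 pathway and cyclin-dependent kinases. In S1S2 cells 5 of the 16 genes were called, 4 higher and 1 lower, and in G9Gl cells 6 were called, all higher. The counts were 5 and 6 also when p-values were adjusted over the list alone, and 5 and 6 with the replicate block. Without the fold change cutoff, 12 panel genes had an adjusted p of at most 0.01 in S1S2 cells (8 higher and 4 lower) and 9 in G9Gl cells (all higher).

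Among the pattern recognition and interferon genes, Irf7 rose in both mutants, from 1.78 ± 0.444 CPM in WT to 8.57 ± 1.43 in S1S2 (log2 fold change 2.26, SE 0.251, adjusted p = 1.59e-07) and 22.5 ± 5.64 in G9Gl (3.65, SE 0.290, adjusted p = 5.31e-11). It was higher in G9Gl than in S1S2 cells by a log2 fold change of 1.40 (adjusted p = 9.81e-07). Irf9, Tlr3 and Ddx58 passed the threshold in G9Gl cells alone, with log2 fold changes of 1.799, 1.54 and 1.26. In S1S2 cells these were 0.58, 0.15 and 0.70. The direct contrast exceeded the cutoff for Irf9 (1.21) and Tlr3 (1.38) and stayed below it for Ddx58 (0.57). Tlr4 fell in S1S2 cells (log2 fold change -1.01, SE 0.124, adjusted p = 6.34e-08) and rose in G9Gl cells (0.51, SE 0.113, adjusted p = 4.64e-05). The fall lay at the cutoff, and after correction for GC content and length the log2 fold change of Tlr4 S1S2 vs WT was -0.88.

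In the MAP kinase group, Pik3r5 rose in S1S2 cells from 1.84 ± 0.537 to 12.9 ± 2.32 CPM (log2 fold change 2.81, SE 0.270, adjusted p = 7.66e-10) and did not differ in G9Gl cells (-0.27, adjusted p = 0.356). Mapk10 was called in both mutants on few reads, with at most 1 count in a WT library and between 4 and 12 in a mutant library, at least 3.41-fold higher in S1S2 and at least 2.99-fold higher in G9Gl cells. Mapk11 differed in neither mutant (log2 fold changes -0.05 and 0.07). In the p53 group, Trp53inp1 rose in both mutants (1.43 in S1S2, adjusted p = 1.40e-07, and 1.66 in G9Gl, adjusted p = 1.14e-08). Cdkn1a rose by less than the cutoff in both (0.90 and 0.95), and Rb1 changed by 0.11 in S1S2, within the replicate spread, and by 0.44 in G9Gl cells. The cyclin-dependent kinase genes stayed within a log2 fold change of -0.30 to 0.29 in S1S2 cells. There, Cdk2 (-0.30), Cdk4 (-0.29) and Cdk7 (-0.29) fell and Cdk6 (0.29) rose at an adjusted p of at most 0.01. Genes of chromosome 10, which holds Cdk1, Cdk2 and Cdk4, had a median log2 fold change of -0.15 in S1S2 cells. With chromosome medians removed, Cdk2 S1S2 vs WT was -0.15 and Cdk4 S1S2 vs WT was -0.14. The same removal moved Cdk1 S1S2 vs WT from 0.015 to 0.17. None of the cyclin-dependent kinase genes reached that adjusted p in G9Gl cells, where the values lay between -0.13 and 0.14.

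**Figure D4:**
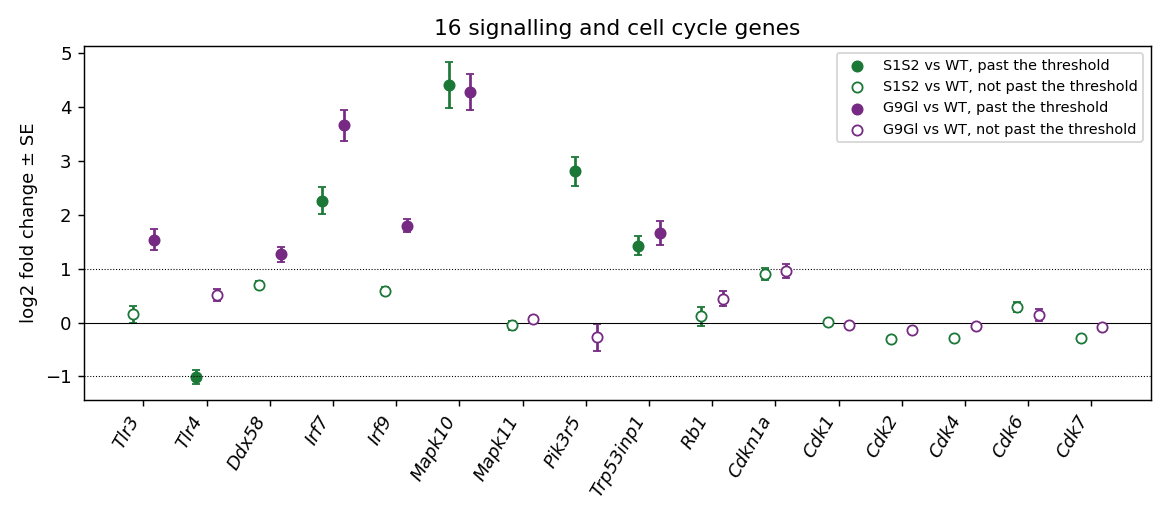
Log2 fold change ± SE of the 16 panel genes in S1S2 (green) and G9Gl (purple) against WT, with filled symbols for genes past the threshold and dotted lines at the fold change cutoff. Irf7, Mapk10 and Trp53inp1 are past the threshold in both mutants, Tlr4 and Pik3r5 in S1S2 alone, and Tlr3, Ddx58 and Irf9 in G9Gl alone.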

Values the study reported

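The study called genes at a fold change of at least 2 and a P value of at most 0.01. For Eset1 mutant cells, which are not among the samples analysed here, it reported 362 upregulated and 331 downregulated genes relative to WT. For the cell lines without any of the H3K9 KMT, also not analysed here, it reported 3427 genes up and 1632 down in the first line and 2517 up and 897 down in the second.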

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

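The tests in this part were chosen after the changes of these genes had been seen, and the measure of the refits was changed from the number of genes still called to the smallest difference after the first values were known.

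Of 44 named genes, 8 changed in opposite directions in the mutants, each with an adjusted p of at most 0.01 against WT and a call between the mutants, which tests the difference itself (edgeR). The log2 fold changes of G9Gl against S1S2 were 7.41 for Serpinf1, 9.06 for Rps6ka6, 10.34 for Crmp1, -10.88 for Sfrp2, -12.19 for Sgsm1, -11.54 for Zfp981, -1.60 for Ehmt2 and 1.52 for Tlr4. For Rps6ka6, Crmp1, Sfrp2, Sgsm1 and Zfp981 a mutant lay at or under the floor in all libraries, so their values give a direction more than a size, and Serpinf1 was at 1.16 CPM in S1S2 cells. Ehmt2 is a target in G9Gl cells, so its fall there belongs to the design, and the rise in S1S2 cells (0.40) is the part that was not set by it. Crmp1 fell in S1S2 (-5.60) and rose in G9Gl cells (4.74), Rps6ka6 did the same (-6.63 and 2.43), and Sgsm1 (3.47 and -8.72) and Zfp981 (5.51 and -6.03) did the reverse.

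GC content and length, unequal depth and chromosome-wide shifts were weighed by refitting. The smallest difference between the mutants among the 8 genes was 1.497 after correction for GC content and length, 1.504 with libraries thinned to the smallest, and 1.52 with chromosome medians removed. These minima come from Tlr4, the smallest of the 8 differences, and the refits moved it little. For the 6 genes with differences of at least 7.41 the refits could not have brought the difference under the cutoff, so they say little about these genes. Whether the smaller arms (0.34 for Serpinf1 in G9Gl and 0.54 for Sfrp2 in S1S2 cells) keep their sign was not tested. Shared sequence was highest for Zfp981, with 23.3% of 75-mers found in other annotated genes, and a share of its reads may come from these, and for Sfrp2 it was 10.5%. For the genes with 0% shared sequence (Serpinf1, Rps6ka6, Crmp1, Sgsm1, Ehmt2 and Tlr4) this source is not supported. Each genotype is a single clone, so a difference between clones that is unrelated to the missing KMT remains a possible explanation for every gene, for Ehmt2 as regards its rise in S1S2 cells, and these data cannot separate it from an effect of the genotype.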

How the results depend on the processing

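The GC and length correction, the removal of chromosome medians and the thinning were chosen after seeing the data, as was the use of some planned settings on the overlap, the panel and the KMT genes. Comparisons of repeats were not run.

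Leaving out each library in turn gave from 1296 to 1426 genes for S1S2 against WT and from 1515 to 1599 for G9Gl against WT (6 fits each), from 1981 to 2076 between the mutants, and from 353 to 374 shared genes (9 fits). DESeq2, its size factors, no composition factor, no filter, the fit of only the libraries compared, the replicate block with and without GC and length correction, the removal of chromosome medians and thinning kept these counts within 1.5 times of the reported ones, except that the fit of only the libraries compared gives no overlap. DESeq2 called 1395, 1621 and 2099 genes, of which 1303, 1469 and 1905 were shared with edgeR. The share of increases moved by under 10 percentage points with each scaling, for example from 66.6% to 65.1% in G9Gl cells without a composition factor.

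Filters and thresholds changed the counts. In the order S1S2 against WT, G9Gl against WT, G9Gl against S1S2, and shared in the same direction, there were 728, 682, 962 and 187 genes with at least 10 counts in every library, a filter that removes genes silent in a genotype. There were 599, 579, 804 and 155 with a mean normalized count over 100, 735, 1045, 1341 and 170 with glmTreat, and 7599, 7138, 8288 and 3019 at an adjusted p of at most 0.05 without a fold change cutoff. At that last cutoff 12 panel genes were called in S1S2 and 10 in G9Gl cells, the KMT genes made 9 calls in place of 3, and Suv39h2 (0.70 in S1S2) passed. glmTreat left 2 panel genes in S1S2 cells and did not call Ehmt1 in G9Gl cells (-1.04), and thinning left 3 panel genes in S1S2 cells.

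Signs reversed for 3 genes. Cdk1 S1S2 vs WT (0.015 as reported) was -0.012 without a composition factor, -0.0022 without a filter, and -0.0082 with GC and length correction, with or without the block, and 0.17 with chromosome medians removed. Setdb2 G9Gl vs WT (-0.029 as reported) was 0.017 with that correction (0.016 with the block), 0.039 with chromosome medians removed, and from -0.094 to 0.012 when each library was left out in turn. Rb1 S1S2 vs WT (0.11 as reported) ranged from -0.031 to 0.21 when each library was left out. Without a composition factor and without a filter, the median of all genes in S1S2 against WT moved from -0.0032 to -0.030 and -0.020, as far as Cdk1 did, so these reversals are a rescaling of all genes around a value near 0. Setdb2 lies on chromosome 14, whose median in G9Gl against WT was -0.08, about the amount by which the removal of chromosome medians moved it. The cause of the others was not tested. Over the 66 single-gene results other than those of the targeted genes, and the settings that gave them a value, 35 values changed, 9 weaker, 17 stronger and 9 reversed. Genes dropped by a filter have no value there. Only 39 of the 66 were compared with at least 10 counts in every library. With a mean normalized count over 100, with thinning and in the fit of only the libraries compared, 64 were compared. Of the stronger ones 16 came from the cutoff without a fold change. glmTreat did not call Tlr4, Trp53inp1 and Mapk10 in S1S2 or Mapk10 in G9Gl cells. Tlr4 S1S2 vs WT also lost its call with GC and length correction (-0.88, and -0.87 with the block), with thinning (-0.999) and without WT replicate 3 (-0.93) or S1S2 replicate 1 (-0.945). Cdkn1a G9Gl vs WT gained a call without G9Gl replicate 3 (1.06), which made 7 panel genes there. The low counts of Mapk10 limit its fold change to a lower bound.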

Other observations

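The tests of chromosome-wide shifts after the first one, those of the interferon genes, and the count of silent genes were chosen only after the results they bear on were seen.

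Other splits of the libraries were fitted to see how often they gave as many calls. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, gave as many genes for S1S2 against WT (1332 in a fit of these libraries), 1 for G9Gl against WT (1532) and 1 for G9Gl against S1S2 (1992), and 1 of 4 gave as many panel genes in S1S2 (4) and in G9Gl cells (5). The other splits gave 0 genes, and so did the 6 splits that part a single pair. With 4 splits the share cannot be under 0.05. Of 36 groupings of the 9 libraries within replicate numbers, 1, the real one, gave as many shared genes (382, against at most 123) and 1 as many KMT calls (3, against at most 1). Every other split or grouping puts libraries of different genotypes together, which raises the spread within groups. The ranks therefore show only that the genotypes differ, and they are no separate test of the overlap or of the KMT calls.

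The genes shared by both mutants may partly reflect their common reference. Taking S1S2 as the reference in place of WT, 839 genes differed in the same direction in the other genotypes, and taking G9Gl, 1120 did, compared with 382 for WT. These counts hold the effects of each genotype, so they are no baseline for what a shared reference alone gives. If the calls of the mutants were unrelated, 71.9 shared genes would be expected, a value that leaves the shared WT libraries out of account. How much of the overlap comes from the shared reference was not resolved here, nor how much comes from handling common to both mutants.

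Genes of whole chromosomes shifted together. In S1S2 cells the median log2 fold change of 416 genes on chromosome 19 was 0.33, while random sets of the same size matched on expression lay between -0.08 and 0.07. The set of 20 chromosomes had 9 medians outside the range of 10000 random sets in S1S2 cells and 6 in G9Gl cells, where chromosome 1 had the lowest (-0.28), followed by chromosome 16 (-0.20) and chromosome 19 (-0.16). Between the mutants the median of chromosome 19 was -0.50. A gain of copies of chromosome 19 in the S1S2 clone, in all or a part of its cells, is a candidate explanation. Correction for GC content and length left the median at 0.31 (0.31 also with the replicate block), which excludes only the trend over all genes as its source. A few strongly changed genes would not move most of the chromosome, and 85.8% of its genes were higher, compared with 48.0% elsewhere. No single library carried the shift, which was at least 0.33 in each of the 3 S1S2 libraries. The shift was present in the first, middle and last parts of the chromosome (0.38, 0.26 and 0.33). DNA copy number was not measured here, and a regulatory effect on many genes of the chromosome was not tested, so this remains a hypothesis. The shifts are small beside the fold change cutoff: with chromosome medians removed, 1379 genes were called in S1S2 cells, 1319 of them shared with the 1398 reported, and 1583 in G9Gl cells (1532 shared with 1580).

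Interferon-induced genes rose in both mutants. A list of 23 such genes excludes every gene named elsewhere in the report. It was drawn up after Oas3, Oas1g and Irf7 had been seen to rise, so it is no independent test. Its median log2 fold change was 1.34 in S1S2 cells (23 of 23 genes higher, 13 called higher) and 2.27 in G9Gl cells (22 of 23 higher, 20 called higher and 1 lower), above 100% of the random lists in both. With the replicate block the medians were 1.36 and 2.27, with GC and length correction 1.33 and 2.23, and with both 1.35 and 2.23. The correction hardly moved the medians, so it shows only that the trend over all genes with GC content and length is not the source of the rise. Between the mutants the median was 0.62 in favour of G9Gl, also above 100% of the random lists, with 17 of 23 genes higher, 7 of them called, and 3 called lower. The direction was not common to all: among genes chosen after their values were seen, Samd9l rose by 1.51 in S1S2 and fell by 1.89 in G9Gl cells, and Cmpk2 (-1.80) and Ifit1 (-1.08) were lower in G9Gl than in S1S2 cells. A higher interferon response in both mutants is a hypothesis that fits these values. A difference between clones or cultures that is unrelated to the genotype cannot be excluded with a single clone of each. The same holds for handling common to both mutants.

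A rise of germline genes in G9Gl cells was predicted before the data were examined, but the median of the full list could not be tested. Of 16 listed genes only 2, Stag3 and Brdt, passed the expression filter. Their median log2 fold change in G9Gl cells was -0.38, higher than in 26.3% of random lists. The other genes had at most 20 counts in any library and were not tested. Among them the highest count rose from WT to G9Gl for Taf7l (6 to 20) and Sycp1 (3 to 12) and was lower in G9Gl for Ddx4 (4 to 2), Sycp3 (3 to 1) and Tex11 (1 to 0). Dazl, Mael, Tex101, Asz1, Slc25a31, Rpl10l, Hormad1 and Tdrd1 also had 0 counts in every G9Gl library, and Mov10l1 had at most 1. For all of these genes except Taf7l and Sycp1, the counts argue against a rise in G9Gl cells.

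Silent genes were more often expressed in G9Gl cells than the reverse. Among called genes, 41 were at or under the floor in all WT libraries and had a mean normalized count over 100 in G9Gl cells, and 8 showed the opposite. In S1S2 cells these numbers were 8 and 4. No explanation was tested.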
